A study of Mus musculus with 12 samples. Its data were reported in "Proteome-scale tagging and functional screening in mammalian cells by ORFtag" (2024).

How the data were processed

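The data come from screens in mouse embryonic stem cells made with ORFtag, in which a retroviral cassette carrying a promoter, a selection gene, a protein tag and a splice donor lands in the genome and makes the cell express the gene downstream of it as a fusion to the tag. In the activator and repressor screens the tag was the TetR DNA-binding domain, which brings the tagged protein to TetO sites beside a GFP reporter gene. In the screen for post-transcriptional gene regulators (PTGR), the tag was the λN peptide, which brings the tagged protein to boxB sites in the untranslated region of the reporter mRNA. Cells with raised GFP were sorted in the activator screen, and cells with reduced GFP in the repressor screen. In the PTGR screen, repeated sorts for reduced GFP were followed by removal of the boxB sites with Cre recombinase and a last sort for cells that again had higher GFP. Insertion sites were mapped by inverse PCR and sequencing in sorted and in unsorted cells.

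The authors trimmed the reads with Trim Galore, aligned the first mates to the mouse genome (mm10) with Bowtie2, removed duplicates and reads of low mapping quality with samtools, and assigned each insertion to the nearest downstream exon, other than a first exon, of a protein-coding GENCODE transcript. The deposited files held 24 insertion lists, which give the position of each insertion and its distance in bp to the assigned exon, once with the strand as mapped (the sense assignment) and once with the strand reversed (the reversed assignment). The lists gave no number of reads per insertion. The authors also deposited 3 tables, 1 per screen, with counts of insertions per gene summed over libraries. In these tables the authors gave the log2 odds ratio of sorted against background libraries, and a p-value from a one-sided Fisher's exact test adjusted for multiple testing. The insertion lists were the input here, and the 3 tables were used only for comparison. Sequencing reads were not analysed here.

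The 12 libraries fell into 6 groups by screen and sorting, with 2 replicates in each group. In every library each position, defined by chromosome, coordinate and strand, was counted as 1 insertion. This mattered for the repressor unsorted libraries, where 100% of positions were listed more than once, and for PTGR sorted replicate 2, where 12.7% were. In each of the other 9 libraries less than 1% of positions were repeated. Insertions at most 200 kb from the assigned exon were counted for each of the 20409 genes in the deposited tables. Depth was the number of such insertions per library, and ranged from 14705 to 60980 in the sorted and from 54088 to 233799 in the unsorted libraries. Shares are given with 95% Wilson intervals, and a count of 0 was taken to allow up to 3 counts. Intervals and limits cover counting error only, since cells that divided before sorting and PCR copies are not independent events.

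For each screen, the insertions of both sorted replicates were summed and compared with the sum of all 6 unsorted libraries (the background) by a one-sided Fisher's exact test per gene. The p-values were adjusted by the Benjamini-Hochberg method over genes with at least 3 sorted insertions. A hit had an adjusted p below 0.001 and a log2 odds ratio of at least 1, with no value added to the counts. Standard errors of log2 odds ratios are from counting error alone. The same test on the reversed assignment gave the genes enriched for reversed insertions. The spread between replicates was taken into account by testing each replicate alone and with the quasi-likelihood test of edgeR (2 sorted against 2 unsorted libraries of the same screen, TMM normalization). Because 2 against 2 libraries cannot reach a p below 0.05 in an exact permutation test of a single value, per-library values are given for shares. Overlap between hit lists, and gene symbols beginning with Zfp, Zbtb, Zkscan, Zscan or Zik among hits, were tested with one-sided Fisher's exact tests among the genes that could have been called, adjusted over 3 tests each. Correlations between libraries are across genes, and genes are not independent replicates.

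Gene names were taken from the deposited tables. Gene locations are those of GENCODE vM21 on the same assembly (GRCm38), since the authors' annotation release was not used here. The genes named are those the text of the study singled out for each screen, plus, per screen, the 5 hits with the most sorted insertions among those that passed the test in each sorted replicate alone and were not enriched for reversed insertions, plus Yap1, Zfp57, Cnot9 and Zfp574 in the other screens. Any further gene is named because of its values and was chosen after they were seen.

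The tests, the rule for naming genes and the alternatives were chosen before the data were examined. The alternatives covered the background of the same screen, edgeR with and without a replicate block, DESeq2, a Cochran-Mantel-Haenszel test, other minimum counts and thresholds, merged positions, a shorter distance, removal of positions found in another screen, thinned libraries and leaving out each replicate. A further 5 were chosen after seeing the data, namely counting records as deposited, counting as in the authors' tables, adding 1 to each cell, those last choices together, and counting positions found in both sorted replicates once. A minimum of reads per insertion could not be tried. Whole libraries were never left out of the main comparisons.

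The test was also tried on simulated data with the depths of these libraries, in which 200 genes per screen were changed. The one-sided Fisher's exact test recovered 137 activator, 135 repressor and 169 PTGR genes with Poisson noise. With overdispersed noise it recovered 137, 140 and 169, and there were 0 false calls in each case. All unsorted libraries were simulated with Poisson noise from the same rates, and only sorted ones were overdispersed. Differences between backgrounds and shared cells were thus absent, so the 0 false calls do not cover them. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.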

Results

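Insertions of the ORFtag cassette were mapped in 12 libraries from mouse embryonic stem cells, 2 sorted and 2 unsorted for each of the activator, repressor and PTGR screens. The sorted libraries held 17397 and 14705 insertions within 200 kb of an assigned exon in the activator screen, 22266 and 15204 in the repressor screen, and 60980 and 58560 in the PTGR screen. The unsorted libraries held 175406 and 207613 in the activator screen, 174276 and 176944 in the repressor screen, and 233799 and 54088 in the PTGR screen. The background, the sum of the 6 unsorted libraries, held 1022126 insertions. It showed which genes the cassette could reach without selection. At least 1 background insertion was assigned to 18268 of the 20409 genes (89.5%), with a median of 15 insertions per gene over all genes and 19 over tagged genes. With at least 3 insertions required, the alternative that moved this share most, it was 78.8%. Across genes, the insertion counts of the 15 pairs of unsorted libraries had Pearson correlations from 0.881 to 0.967. The lowest value was 0.935 without PTGR unsorted replicate 2, the library with the fewest insertions, and the Spearman correlations ran from 0.776 to 0.874.

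The first comparison in each screen asked which genes had more insertions in the sorted cells than in the background, so that their tagged products would be candidates for raising GFP (activator) or lowering it (repressor and PTGR). At least 3 sorted insertions were assigned to 2842 genes in the activator screen, 2346 in the repressor screen and 9303 in the PTGR screen. Of these, 132 (4.64%), 192 (8.18%) and 62 (0.666%) were hits by the one-sided Fisher's exact test. As a control without sorting, each screen's unsorted pair was tested in the same way against the other 4 unsorted libraries. It gave 17, 21 and 25 calls for sense insertions. Of these calls, 1 activator, 15 repressor and 11 PTGR genes were also hits of the same screen. The control is thus not free of the signal at hits, most of all in the repressor screen. The unsorted pairs hold more insertions than the sorted ones, so these numbers are not rates of false calls among the hits. The median log2 odds ratio of the hits was 5.06 in the activator screen, 4.30 in the repressor screen and 2.70 in the PTGR screen. Activator hits Lhx4, Ss18l1 and Pygo2 and repressor hit Gm49359, named because of their counts, had 0 background insertions. They had 3, 9, 3 and 4 sorted insertions, for Pygo2 from sorted replicate 1 alone. Against the limit of 3 background counts their sorted share was 31.8-fold, 95.5-fold, 31.8-fold and 36.4-fold higher. These values leave out the counting error of the few sorted insertions, so the true ratios could be lower. With these genes at their limits the medians were 5.01 and 4.30. The number of hits moved most in the PTGR screen, where edgeR without a replicate block at an adjusted p below 0.001 called 0 genes and 142 genes had an unadjusted p below 0.05 with a log2 fold change of at least 1.

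**Figure D1:**
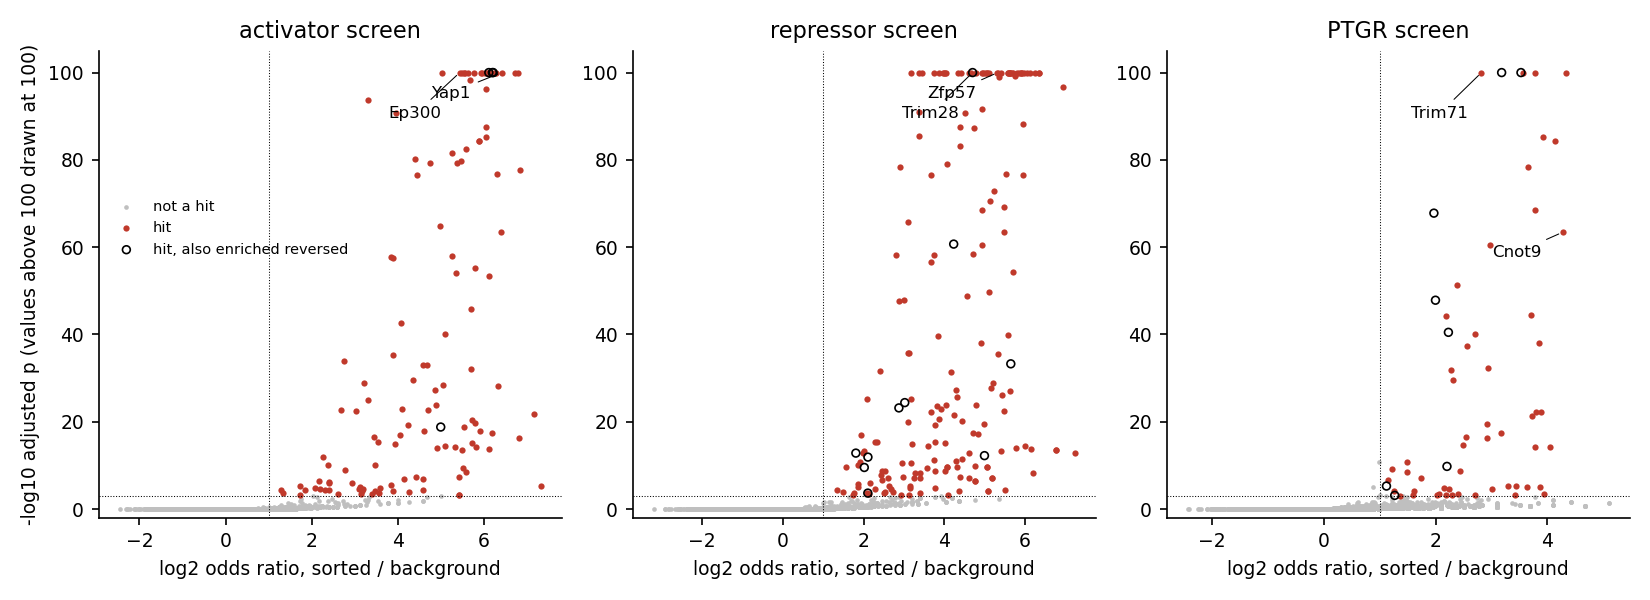
Log2 odds ratio (x axis) against the negative log10 of the adjusted p of the one-sided Fisher's exact test (y axis, values above 100 drawn at 100) for every tested gene with background insertions, by screen. Red points are hits, black circles are hits also enriched for reversed insertions, and dotted lines mark the thresholds; the 62 PTGR hits lie at lower odds ratios than most of the 132 activator and 192 repressor hits.

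Hits took 22.6% (95% Wilson interval 22.0 to 23.2) and 48.0% (47.2 to 48.8) of the insertions in the activator sorted replicates. In the repressor sorted replicates they took 54.9% (54.2 to 55.6) and 54.6% (53.8 to 55.4). In the PTGR sorted replicates they took 5.33% (5.16 to 5.51) and 4.80% (4.63 to 4.97). The same genes took 1.19%, 2.95% and 0.814% of the background. In each screen, both sorted replicates thus lay above all 6 unsorted libraries, the highest of which had 1.55% for activator, 3.91% for repressor and 1.11% for PTGR hits. PTGR hits also took 4.80% and 4.89% of the repressor sorted replicates, close to their share of the PTGR sorted replicates. Of those 1812 insertions, 1743 lay at the 5 genes that were hits in both screens, and the other 57 PTGR hits took 0.184% of the repressor sorted insertions against 0.6002% of the background. Because hits were called on these sorted libraries, the difference is in part set by the calling.

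The Fisher test on summed libraries does not use the spread between replicates. A log2 odds ratio of at least 1 was seen in both replicates for 125 of 132 activator, 178 of 192 repressor and 53 of 62 PTGR hits. Of these hits, 89, 137 and 32 passed the whole test in each replicate alone. Against the spread between replicates, with edgeR and an adjusted p below 0.05, the increase held for 125 activator, 192 repressor and 20 PTGR hits without a replicate block. With the replicate number as a block it held for 126, 192 and 42 of them. Same-numbered sorted and unsorted libraries shared positions in the activator and PTGR screens, so the model without the block leaves out part of the design. All hits of the 3 screens had an increase in edgeR. Counts per gene of the sorted replicates had Pearson correlations of 0.895 in the activator, 0.962 in the repressor and 0.869 in the PTGR screen. These were taken over all 20409 genes, including those with few or no insertions. The Spearman correlations of the same genes were 0.4663, 0.512 and 0.703. The repressor sorted replicates shared 18.2% of the positions of replicate 1, against 1.76% in the activator and 0.546% in the PTGR screen.

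**Figure D2:**
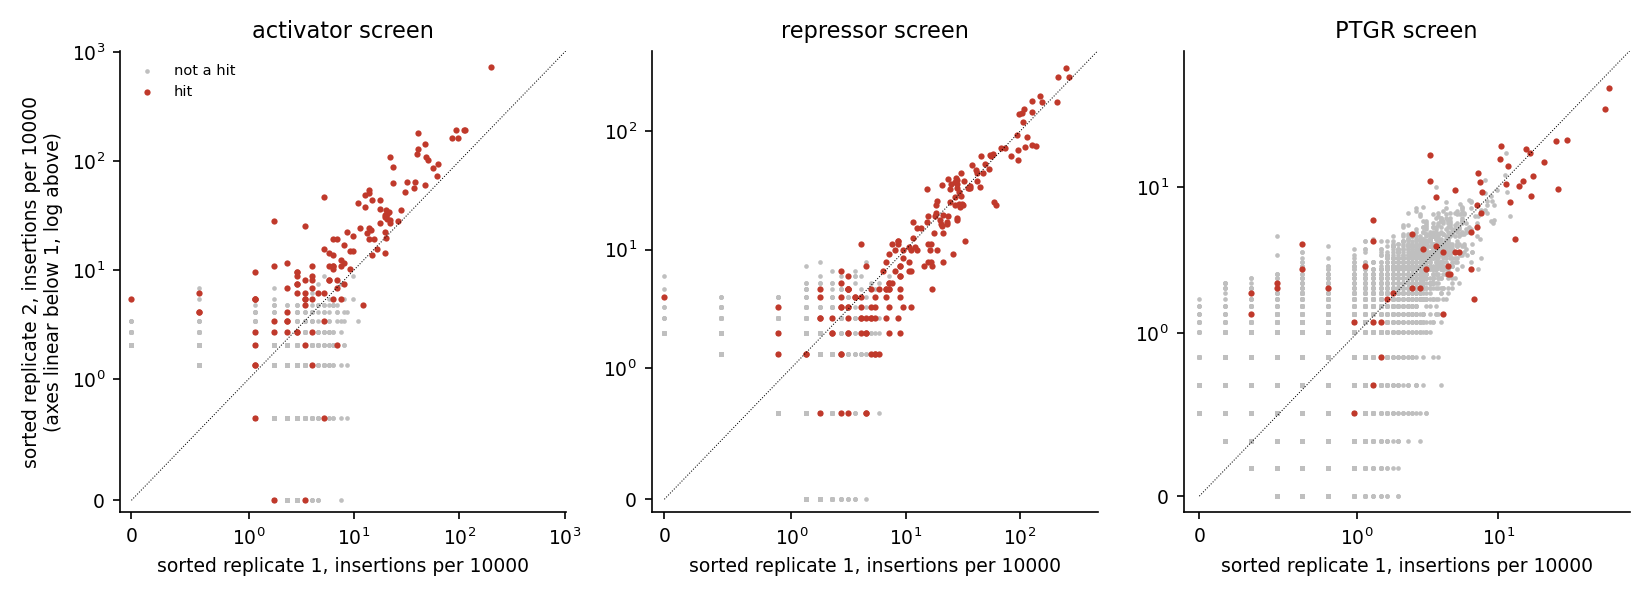
Insertions per gene and per 10000 assigned insertions in sorted replicate 1 (x axis) and sorted replicate 2 (y axis) of each screen, with axes linear below 1 and logarithmic above. Each point is a tested gene, hits are red, and the dotted line marks equal values; 125 of 132, 178 of 192 and 53 of 62 hits had a log2 odds ratio of at least 1 in both replicates.

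In the activator screen, all 12 genes that the study singled out were hits, both adjusted over all tested genes and adjusted over the list alone. The study chose this list on these samples, so the second count is not independent evidence. Their log2 odds ratios ran from 2.39 for Zfp574 to 6.41 for Yap1, and all 12 had an adjusted p below 0.05 in edgeR. Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596, minus strand, GRCm38) encodes a transcriptional coactivator. It had 70 and 189 sorted insertions against 98 in the background, or 84.4 ± 62.4 (SD, n = 2) against 0.942 ± 0.755 (SD, n = 6) per 10000 insertions. Its log2 odds ratio was 6.41 ± 0.17 (SE), and its adjusted p was 6.36e-303 in Fisher's exact test (Benjamini-Hochberg) and 0.000558 in edgeR. Of its sorted insertions, 50.6% lay upstream of the annotated gene, 31.7% in introns and 17.8% in exons, and 73.7% were assigned to exon 2. Zfp574 had 6 and 8 sorted insertions and 85 in the background, with an adjusted p of 4.71e-05 in Fisher's exact test (Benjamini-Hochberg). At D630045J12Rik, 91.1% of sorted insertions were assigned to exon 16, against 22.8% in the background. For 1700102P08Rik the log2 odds ratio was 2.71 in replicate 1 and 6.73 in replicate 2, from 3 and 41 insertions.

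**Figure D3:**
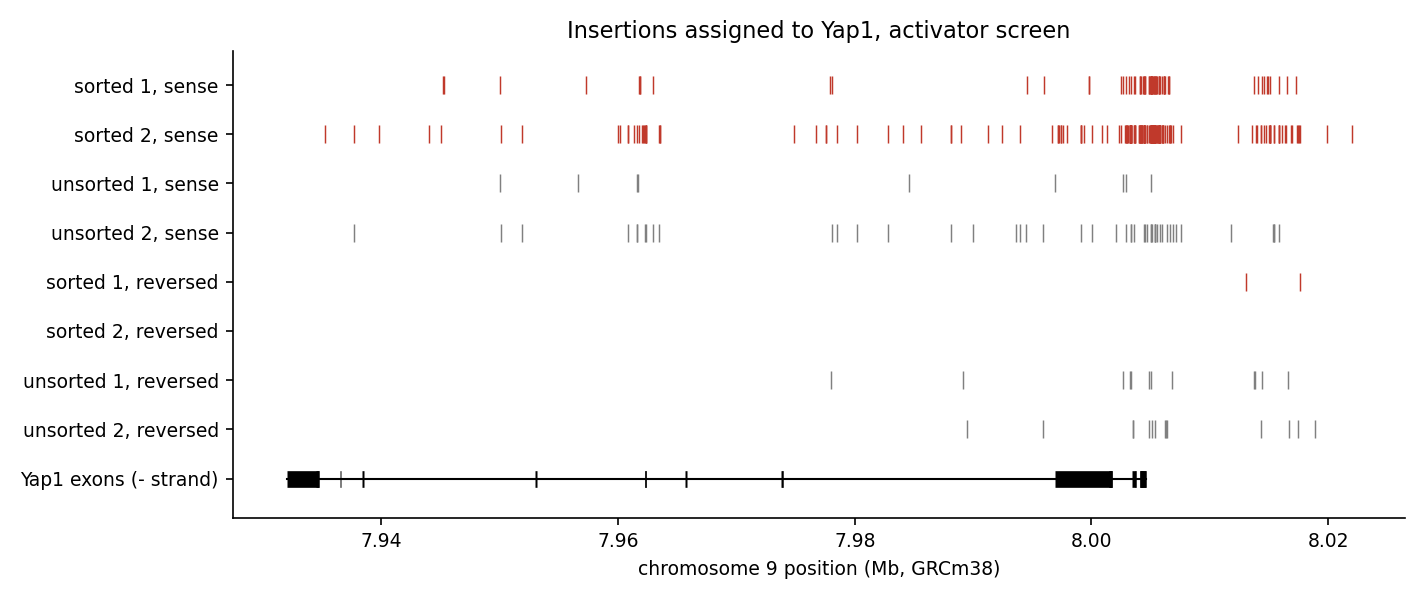
Insertions assigned to Yap1 in the 4 activator libraries along chromosome 9 (x axis, position in Mb, GRCm38), 1 line per library and assignment, above the annotated exons of the gene, which is read from right to left. Red marks are sorted and grey marks unsorted insertions; the 70 and 189 sense insertions of the sorted replicates lie largely near the start of the gene.

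The 5 activator hits with the most sorted insertions, among those not enriched for reversed insertions and past the test in each replicate, were Bicral, Foxj2, Setd1b, Ep300 and Foxo6. Bicral had 348 and 1073 sorted insertions, or 465 ± 375 (SD, n = 2) per 10000 against 8.17 ± 3.23 (SD, n = 6) in the background. Its log2 odds ratio was 5.77 ± 0.06 (SE), and its adjusted p depended on the model. It was 0.412 in edgeR without a replicate block, 1.44e-36 in edgeR with the block and 1.23e-07 in DESeq2. The other 4 had adjusted p values in edgeR without the block from 0.00459 to 0.0356 and log2 odds ratios from 5.03 to 6.13.

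In the repressor screen, the 5 genes singled out by the study were hits over all tested genes and adjusted over the list alone, with log2 odds ratios from 2.52 for Trim8 to 5.32 for Zfp57. Zfp57 (ENSMUSG00000036036, chromosome 17, 37001163 to 37010635, plus strand) encodes a zinc finger protein. It had 564 and 520 sorted insertions against 761 in the background, or 298 ± 62.7 (SD, n = 2) against 7.45 ± 3.55 (SD, n = 6) per 10000. Its log2 odds ratio was 5.32 ± 0.07 (SE), its edgeR adjusted p was 1.20e-35, and 93.9% of its sorted insertions lay upstream of the annotated gene. Trim28 had 331 and 302 sorted insertions and a log2 odds ratio of 4.70 ± 0.08 (SE), and it was also enriched for reversed insertions. At Msantd3 the log2 odds ratio was 3.53 in replicate 1 and 2.03 in replicate 2. Gm10324 had 7 insertions in each sorted replicate and a median distance to the exon of 185529 bp, and it was no longer a hit with a maximum distance of 50 kb. By the same limits on replicates and reversed insertions, the 5 hits with the most sorted insertions were Zfp57, Sp3, Ipo7, Morc1 and Rcor2, with 614 to 1084 insertions and log2 odds ratios from 5.07 to 6.06. At Morc1, 84.3% of sorted insertions were assigned to exon 21, against 56.0% in the background.

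In the PTGR screen, the 14 genes singled out by the study were hits over all tested genes and adjusted over the list alone, and all 14 had a log2 odds ratio of at least 1 in both replicates. Of these, 6 had an adjusted p below 0.05 in edgeR without a replicate block, and 13 did with the block, the exception being Cnot3. At an adjusted p below 0.001 the numbers were 0 and 12. Their log2 odds ratios ran from 1.22 for Eif4e2 to 4.34 for Tnrc6b. Cnot9 (ENSMUSG00000026174, chromosome 1, 74506058 to 74530842, plus strand) encodes a subunit of the CCR4-NOT deadenylase complex. It had 80 and 26 sorted insertions against 47 in the background, or 8.78 ± 6.14 (SD, n = 2) against 0.430 ± 0.467 (SD, n = 6) per 10000. Its log2 odds ratio was 4.27 ± 0.25 (SE), and its adjusted p was 3.86e-64 in Fisher's exact test (Benjamini-Hochberg). In edgeR the adjusted p was 0.0546 without and 2.83e-22 with the replicate block, and in DESeq2 it was 0.270. Cnot3 was a hit from 8 and 4 sorted insertions and 7 in the background. Among hits that passed in each replicate and were not enriched for reversed insertions, the 5 with the most sorted insertions were Trim71, Trim25, Parp14, Tnrc6b and Ep300, with 177 to 277 insertions and log2 odds ratios from 2.39 to 4.34. Of these 5, Trim25 had an adjusted p of 0.0546 in edgeR without the block and 4.88e-34 with it, and the other 4 had values from 0.00128 to 0.0199 without it.

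Genes of one screen served as a comparison for the other screens. Yap1 had 0 of 37470 insertions in the repressor sorted libraries, which allows up to 0.801 per 10000, against 0.942 ± 0.755 (SD, n = 6) in the background, so a difference was not detectable. Cnot9 and Zfp574 also had 0 there, and their background values of 0.430 and 0.795 per 10000 lay under that limit. In the PTGR screen Yap1 had 8 insertions and a log2 odds ratio of -0.52 ± 0.53 (SE), and Zfp574 had 5 and -0.99 ± 0.66. Zfp57 had 13 sorted insertions in the activator screen, with a log2 odds ratio of -0.88 ± 0.40 (SE), and 44 in the PTGR screen, with -1.02 ± 0.22. Against the unsorted libraries of the same screen these log2 odds ratios were -0.22 and -0.59, so the size of the decrease depended on the background. Cnot9 had 1 sorted insertion in the activator screen. None of these genes was a hit outside its own screen.

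Gene symbols of zinc finger proteins were compared between hits and the other tested genes. Among the repressor hits, 58 of 192 (30.2%, 95% Wilson interval 24.2 to 37.0) had such a symbol, against 67 of 2154 other tested genes (3.11%). The odds ratio was 13.5, with an adjusted p of 1.41e-32 in Fisher's exact test (Benjamini-Hochberg over 3 screens). Across the alternatives this odds ratio ran from 6.74 with at least 10 sorted insertions to 16.6. In the activator screen, 5 of 132 hits had such a symbol (odds ratio 1.60, adjusted p 0.335 in Fisher's exact test with Benjamini-Hochberg adjustment). In the PTGR screen, 2 of 62 did (odds ratio 1.26, adjusted p 0.480 by the same exact test and Benjamini-Hochberg adjustment). Whether the odds ratios differ between the screens was not tested.

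A total of 12 genes were hits in more than 1 screen. The activator and repressor screens shared 6 of the 1384 genes tested in both. The odds ratio was 4.70, with an adjusted p of 0.00606 in Fisher's exact test (Benjamini-Hochberg over 3 pairs). All 3 hit lists were called against the same background, so they are not independent, and none of the 3 pair tests accounts for this. The repressor and PTGR screens shared Trim28, Morc1, Rif1, Spen and Zbtb45, with an odds ratio of 8.94 and an adjusted p of 0.00319 (same exact test and Benjamini-Hochberg adjustment). Trim28 had 633 sense and 59 reversed sorted insertions in the repressor screen, and Zbtb45 had 59 and 615. In the PTGR screen they had 309 and 218, and 215 and 305. Such mirrored counts mean that these 2 genes may not be independent, although the test counts both. Morc1 had 646 sense and 634 reversed sorted insertions in the PTGR screen, where it was also enriched for reversed insertions. The paper gives Morc1 as an example of loci with such strand-symmetrical patterns, which could be false positives. The activator and PTGR screens shared Ep300, with an odds ratio of 1.66 and an adjusted p of 0.468 (same exact test and Benjamini-Hochberg adjustment). Of these genes, Rif1, Spen and Zbtb45 were named because of their values. In 100 simulations of sorted libraries without any effect against the same background, at most 1 gene was a hit in a screen, so these give no chance value for the overlap of lists of this length. With edgeR without a replicate block at an adjusted p below 0.001, the alternative that moved this count most, 2 genes were shared.

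The cassette can fuse only to exons on its own strand, so the strand of insertions was compared at hits. Of the hits, 4 of 132 in the activator screen (3.03%), 10 of 192 in the repressor screen (5.21%) and 8 of 62 in the PTGR screen (12.9%) were also enriched for reversed insertions. The 4 in the activator screen, named because of this, were Ldb1, Ss18, Taf4b and Pprc1. Trim28 and Zbtb45 were among them in both the repressor and the PTGR screen, and Morc1 in the PTGR screen only. At Trim28 the log2 odds ratio was 4.70 for sense and 2.02 for reversed insertions in the repressor screen, and 1.97 and 1.98 in the PTGR screen. At an adjusted p below 0.001, edgeR without a replicate block called no PTGR hit. With the block it called 34, of which 0 were enriched for reversed insertions (1 of 42 at an adjusted p below 0.05). Here edgeR was used for reversed insertions as well, so the lower numbers may come from that change.

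Of all insertions assigned to hits in either direction, 89.0% (95% Wilson interval 88.1 to 89.9) and 91.6% (90.9 to 92.2) were sense in the activator sorted replicates. The unsorted replicates of that screen had 50.3% (48.7 to 51.9) and 58.8% (57.5 to 60.1). In the repressor screen the sorted replicates had 92.0% (91.5 to 92.4) and 91.4% (90.9 to 92.0), and the unsorted ones 60.1% (59.2 to 61.0) and 57.7% (56.8 to 58.7). In the PTGR screen the sorted replicates had 69.7% (68.4 to 71.1) and 72.4% (71.0 to 73.8), and the unsorted ones 58.4% (56.9 to 59.9) and 58.3% (55.2 to 61.2). In each screen both sorted values lay above both unsorted ones by more than the spread between replicates, but 2 against 2 libraries are too few for a permutation test to pass 0.05. Hits were called on sense insertions, which raises the sense share of the sorted libraries by itself.

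**Figure D4:**
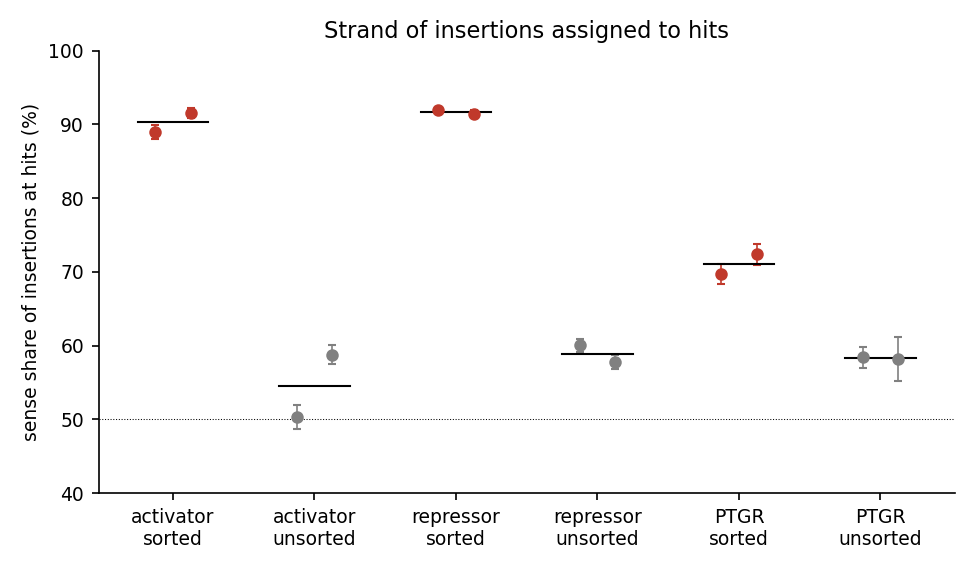
Share of insertions in the sense direction (y axis, percent, starting at 40) among all insertions assigned to the hits of each screen, for sorted (red) and unsorted (grey) libraries. Points are libraries with 95% Wilson intervals, short lines are means of 2 libraries and the dotted line marks 50%; sorted libraries lie between 69.7% and 92.0%, unsorted ones between 50.3% and 60.1%.

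Insertion positions were compared between libraries to see which ones shared cells. Activator sorted replicate 1 had 4.96% of its positions in unsorted replicate 1 and 2.25% in unsorted replicate 2, and sorted replicate 2 had 19.5% in unsorted replicate 2 and 1.46% in unsorted replicate 1. PTGR sorted replicate 1 had 18.2% in unsorted replicate 1 and 0.342% in unsorted replicate 2, and sorted replicate 2 had 6.76% in unsorted replicate 2 and 1.79% in unsorted replicate 1. In these screens the sharing was thus higher with the library of the same number. Repressor sorted replicate 1 had 8.17% in unsorted replicate 1 and 9.86% in unsorted replicate 2, and sorted replicate 2 had 5.03% and 8.23%. The repressor sorted replicates shared 4892 positions, which is 18.2% of replicate 1 and 26.0% of replicate 2. The activator sorted replicates shared 402 (1.76% of replicate 1), and the PTGR sorted replicates 470 (0.546%). With positions within 10 bp counted as shared, these shares of replicate 1 were 26.4%, 5.43% and 2.13%. Sorted libraries of different screens shared at most 0.733%.

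**Figure D5:**
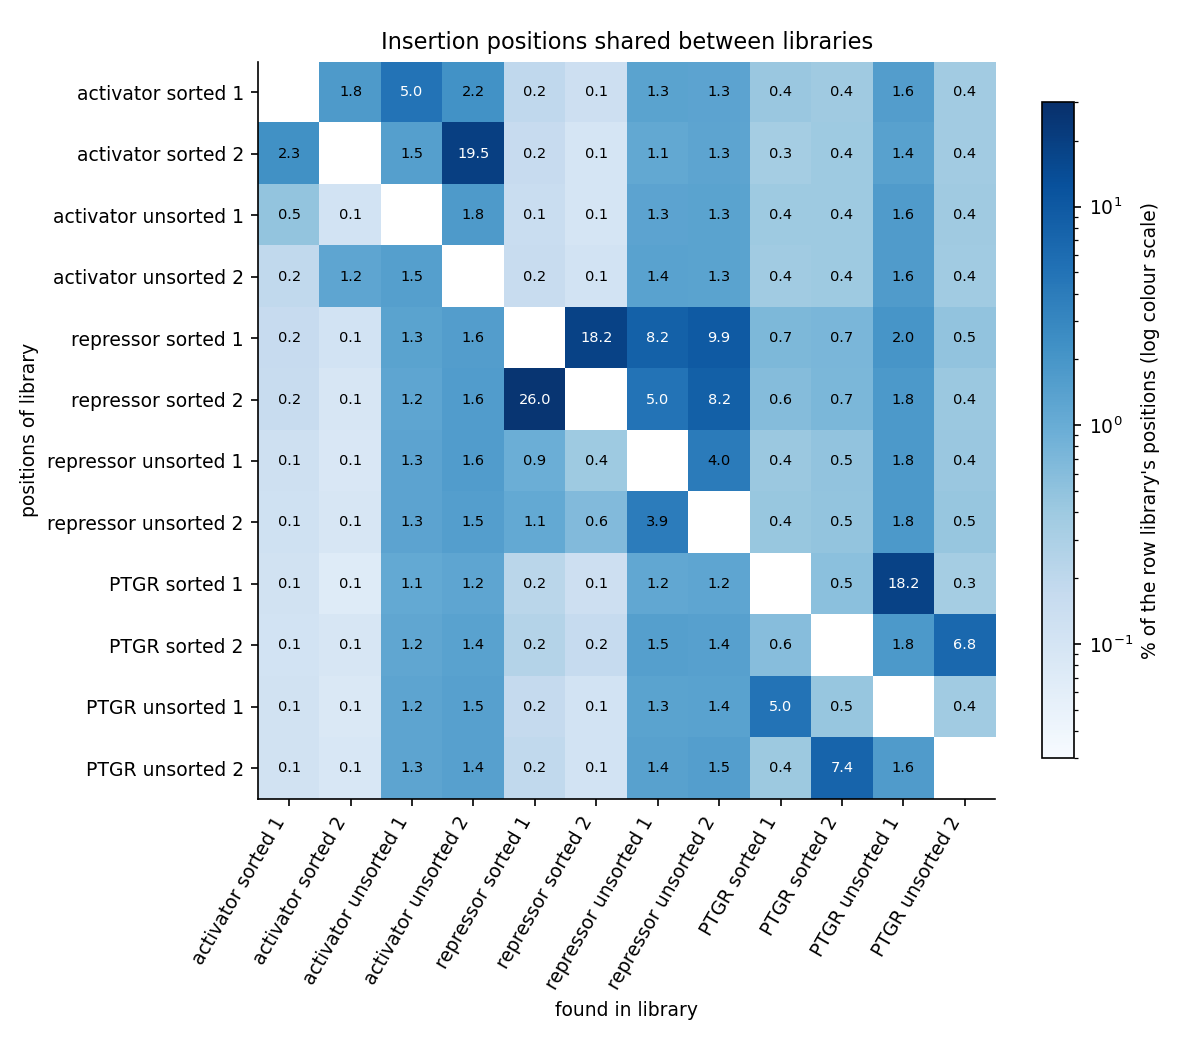
Percent of the insertion positions of each library (y axis) that were also found in each other library (x axis), with the colour on a logarithmic scale. Same-numbered sorted and unsorted libraries of the activator and PTGR screens share more than differently numbered ones, and the repressor sorted replicates share 18.2% and 26.0%.

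The counts were compared with those of the authors' deposited table for each screen. Counting each position once gave a different number at 185 genes in the background, 2 in the activator, 9 in the repressor and 4229 in the PTGR sorted libraries. Counting records as listed, with the copies in the repressor unsorted lists reduced by a factor of 2, left 7 genes different in the background and 2 in each sorted count. The authors' deposited table marked 139 activator, 207 repressor and 77 PTGR hits at the same thresholds. All 132, 192 and 62 hits found here were among these, and 7, 15 and 15 of the deposited hits were not hits here.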

Values the study reported

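The study reported 139 activators, 207 repressors and 77 post-transcriptional regulators as hits of its screens. It counted 75 zinc finger proteins with a KRAB domain among the repressors. It marked 4 of the 139 activators, 11 of the 207 repressors and 10 of the 77 post-transcriptional regulators as enriched in the reversed direction too. For the background it gave a share of at least 83.7% of protein-coding genes tagged, a median of 15 insertions per gene, and a Pearson correlation of at least 0.84 for insertions per genomic region.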

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

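In this part, the tests of distant insertions in the repressor screen against hits on the opposite strand, and of distant insertions summed over hits, were tests chosen only after the result was seen. The other tests here were set before.

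The reversed assignment, which the hit calls do not use, held a signal of its own. In the sorted libraries 81 genes of the activator, 115 of the repressor and 38 of the PTGR screen were enriched for reversed insertions without being hits. As a control, each screen's unsorted pair, tested in the same way against the other 4 unsorted libraries, gave 17, 20 and 13 calls. If such insertions tagged a hit on their own strand, most of them would be assigned to a hit in the sense direction. This was so for 97.6% of the activator, 95.01% of the repressor and 85.3% of the PTGR sorted insertions at these genes, against 64.0%, 75.7% and 63.3% of the unsorted insertions at the same genes. These values are consistent with selection of a hit on the opposite strand near a gene that has no part in it. The remaining sorted insertions at these genes were not accounted for by this test. No biological explanation was tested.

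Insertions farther than 200 kb from the assigned exon were also outside the main comparison. In the repressor screen, 17 genes were called from them alone, against 7 in the unsorted control, and the lower limit of counting error for 17 was 9.90. The activator screen gave 5 calls against 6 in its control and the PTGR screen 10 against 9, where the lower limit of counting error for 10 was 4.80, so neither exceeded its control beyond counting error. If distant insertions carried the same selection as near ones, most genes called from them would be hits. This held for 4 of the 17 repressor genes (23.5%), 1 of 5 activator genes (20%) and 1 of 10 PTGR genes (10%). These shares decide nothing, because how many of the calls arise without selection is not known. The unsorted pairs hold more distant insertions than the sorted ones, so their calls do not give that number. For the same reason, the control numbers do not rule out selection of distant insertions in the activator and PTGR screens. Summed over the hits of each screen, distant insertions had log2 odds ratios of 1.64 (95% counting interval 1.42 to 1.86) for activator, 2.42 (2.27 to 2.56) for repressor and 1.15 (0.92 to 1.38) for PTGR hits, against 5.44, 5.32 and 2.70 for near insertions. The lower values for distant insertions argue against selection as strong as on near ones. Without the 1 activator, 4 repressor and 1 PTGR hits called from distant insertions, the values were 0.82, 0.02 and 0.37. The summed values thus rest largely on these few genes and do not describe the hits as a whole. The 4 hits called in the repressor screen, named after their values were seen, were Zfp808, Gse1, Gm10324 and Riok2. Of the 438 distant sorted insertions at repressor hits, 295 lay at Zfp808. Of the distant sorted insertions at the other 13 repressor genes, 2.45% lay within 200 kb of a hit after strand reversal, which argues against antisense neighbours of hits. Transcripts missing from the annotation, or fusions over a longer distance at some genes, could also give such calls and were not tested.

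PTGR unsorted replicate 2 stood apart from the other 5 unsorted libraries. It had 54088 assigned insertions against 174276 to 233799, it tagged 53.8% of genes against 71.2% to 76.5%, and its mean Pearson correlation with the other libraries was 0.887 against 0.929 to 0.932. Its gap to the nearest library was 0.669, 0.769 and 0.936 of the whole range, each above the 95% critical value of Dixon's test, which chance exceeds in about 1 of 20 groups. These measures are related to each other. If the lower depth alone made the correlation low, the other libraries thinned to the same depth would match it. Thinned once each, they had mean correlations from 0.900 to 0.909, with a mean of 0.907, all above 0.887. Depth could thus account for a large part of the lower correlation but not all of it. What made up the rest was not tested, and no biological explanation was tested, since the design has no group that sets this library apart from PTGR unsorted replicate 1.

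The share of insertions at zinc finger genes moved in opposite directions in the repressor and activator screens. In the repressor sorted replicates it was 14.3% and 15.8%, with a mean of 15.1%, against 2.95% and 2.90% in the unsorted replicates. In the activator sorted replicates it was 2.35% and 1.58%, against 2.67% and 2.62% unsorted. The difference between the screens was not tested. If a few genes took most of the counts, the repressor share would fall to the unsorted level without the 5 leading zinc finger genes, but the lower of the 2 replicates still had 7.57%. Insertions of one gene assigned to a neighbouring zinc finger gene could also raise the number of such hits. Of the 58 zinc finger hits, 29 (50.0%) lay within 200 kb of another on the same strand, against 25.9% (95% range 13.8 to 37.9) in 1000 random lists, so neighbours may add to the count. Without these 29, the odds ratio of zinc finger symbols among hits was still 6.74, which argues against neighbours as the whole cause. In the activator sorted replicates, hits of that screen took 22.6% and 48.0% of the insertions, which by itself lowers the share left for other genes. The fall there may follow from this and does not show selection against zinc finger genes. The share outside hits was not computed. The difference in what the screens select remains open, and so does the overlap in positions between the repressor replicates.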

How the results depend on the processing

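In this part, the alternatives that count records as deposited, count as in the deposited tables of each screen, add a count to each cell or count positions found in both sorted replicates once are tests chosen only after the result was seen. Of 270 values of the main results, 226 kept their side of the threshold or stayed within the replicate spread or within 1.5 times the main count, 27 became weaker, 1 became stronger and 16 moved. No direction reversed. The number of repressor hits ran from 177 to 250 over the 22 alternatives, within 1.5 times of 192, and the same limit held for the number of repressor genes singled out by the study. For the zinc finger symbols among repressor hits, the odds ratio stayed past its threshold in every alternative run, from 6.74 to 16.6.

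Against the unsorted libraries of the same screen, 40 genes were PTGR hits in place of 62, all of them among the 62, and 5 in place of 8 were also enriched for reversed insertions. With an adjusted p below 0.05 in place of 0.001, 121 genes were PTGR hits, since the threshold is wider. With a log2 odds ratio of at least 2, 2 PTGR hits were enriched for reversed insertions and 5 genes in place of 12 were hits in more than 1 screen, since the threshold is stricter. With the sorted libraries thinned to the screen with the fewest insertions, the median over 20 draws was 36 PTGR hits and 5 enriched for reversed insertions, so the depth of the PTGR sorted libraries limits how many hits can be called.

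The models that use the spread between replicates called fewer PTGR genes than the 62 of the main test. In each alternative model, enrichment for reversed insertions was called by that model as well. For edgeR the background changed as well, to the unsorted libraries of the same screen. Against these, Fisher's exact test gave 40, so the drop from 62 cannot be put down to the spread alone. With edgeR without a replicate block at an adjusted p below 0.001, the activator screen had 86 hits, 2 of them enriched for reversed insertions, and 7 of the 12 genes singled out by the study. The PTGR screen had 0 hits, 0 enriched for reversed insertions and 0 of the 14 genes singled out, while 142 genes had an unadjusted p below 0.05 and a log2 fold change of at least 1, and 2 genes were hits in more than 1 screen. At an adjusted p below 0.05 the same model gave 20 PTGR hits, 1 of them enriched for reversed insertions, and 6 of the 14. DESeq2 at an adjusted p below 0.05 gave 24 PTGR hits, 4 enriched for reversed insertions, 7 of the 14 and 7 genes in more than 1 screen. On simulated data of PTGR depth edgeR at 0.05 recovered 172 of 200 changed genes with Poisson and 175 with overdispersed noise. Thus 2 against 2 libraries can give calls when the unsorted libraries vary by counting error alone. The cause was not tested.

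The sorted and unsorted libraries carry the same replicate numbers, so a replicate block was tried. The deviations of sorted and unsorted libraries from their group means were correlated across genes with at least 10 sorted and 10 unsorted insertions. Over 340 activator, 310 repressor and 3529 PTGR genes the correlations were 0.414, 0.029 and 0.248. The numbers thus pair the libraries weakly in some screens and not in the repressor screen. With the replicate block, edgeR at an adjusted p below 0.001 gave 34 PTGR hits, 0 of them enriched for reversed insertions, 5 repressor hits enriched for reversed insertions in place of 10, and 6 genes in more than 1 screen. At an adjusted p below 0.05 it gave 42 PTGR hits and 1 enriched for reversed insertions. Of the 14 PTGR genes singled out by the study, 12 passed at 0.001 and 13 at 0.05. Why edgeR changed these values was not tested. The Cochran-Mantel-Haenszel test with the replicate block gave 39 PTGR hits and 5 enriched for reversed insertions. It used the unsorted libraries of the same screen, and against these Fisher's exact test without a block gave 40 and 5, so the drop from 62 and 8 goes with the change of background and not with the block.

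Leaving out a sorted replicate leaves 1 sorted library, so no test against the spread between replicates is possible and only effect sizes are compared here. Of the main hits, 128 to 129 in the activator, 179 to 191 in the repressor and 56 to 59 in the PTGR screen kept a log2 odds ratio of at least 1 in the remaining replicate. The share of genes tagged in the background ran from 87.7% to 89.2% when each unsorted library was left out, and was 87.0% with a maximum distance of 50 kb, since each of these lowers the number of insertions counted. It was 78.8% with at least 3 insertions, since more insertions are asked of each gene. The lowest correlation between unsorted libraries was 0.828 on the log2 scale, 0.776 as a Spearman correlation and 0.842 with a maximum distance of 50 kb. The sense share at repressor hits was 93.6% with a maximum distance of 50 kb and 92.2% without positions found in another screen, against 91.7%. With positions within 10 bp counted as shared, the activator sorted replicates shared 5.43%, the repressor sorted replicates 26.4%, the PTGR sorted replicates 2.13%, and repressor sorted and same-numbered unsorted libraries 15.3% in place of 8.20%. A wider match finds more pairs by construction, and the other causes in this paragraph not given by construction were not tested.

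For the 51 pairs of a named gene and a screen, 1092 values were computed, of which 1029 stayed the same, 61 became weaker and 2 moved. Values counted as the same include changes of sign at genes that were not hits. In the activator screen Cnot9, with 1 sorted insertion, went from -0.56 to 0.77 against the same-screen background. Zfp57 went there from -0.88 to 0.009 in DESeq2. The 2 that moved were Msantd3 without replicate 1, with a log2 odds ratio of 2.03, and 1700102P08Rik without replicate 2, with 2.71. Counting records as deposited gave 134 activator, 192 repressor and 76 PTGR hits. Counting as listed, with the copies in the repressor unsorted lists reduced by a factor of 2, gave 132, 192 and 72. Adding 1 to each cell gave 139, 207 and 70, and these last choices together gave 139, 207 and 77. Counting positions found in both sorted replicates once gave 133, 195 and 63. A minimum of 2 reads per insertion could not be run, because the lists give no reads. Yap1, Cnot9 and Zfp574 had 0 repressor sorted insertions in every alternative that gave a count for them.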

Other observations

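In this part, the tests of the shared positions of the repressor replicates, of the added count, of the unsorted libraries at activator and repressor hits, of the highest draw of a small PTGR background, and of merged positions at PTGR hits enriched on both strands were tests chosen only after the result was seen. The other tests here were set before.

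The authors' deposited table of each screen marked more hits than the test without an added value, 139, 207 and 77 against 132, 192 and 72 on the same counts. If 1 had been added to each cell of the 2 by 2 table, the calls from the deposited counts would match. They differed at 0 of 20409 genes in each of the 3 tables, with 1 added to each cell of the 2 by 2 table, so this is consistent with an added count. The added count moves both the odds ratio and the p-value of genes with few insertions.

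The repressor sorted replicates shared 18.2% of the positions of replicate 1. Local hot spots of insertion would also give near matches, but after a shift of 5 to 10 bp at most 1.01% coincided. Selection of the same sites at hits would leave few shared positions elsewhere, but outside hits 15.2% of replicate 1 positions were found in replicate 2. Exchange of reads between all libraries would affect other screens as well, and there the highest share of a repressor sorted library was 0.733% with a sorted and 2.02% with an unsorted library, far below 18.2%. One pool of transduced cells behind both numbers would give sharing with the unsorted library of the other number. Outside hits, 8.81% of sorted replicate 1 was found in unsorted replicate 2, against 7.12% in unsorted replicate 1, and the unsorted replicates shared 3.98% of replicate 1 and 3.88% of replicate 2. These shares were 1.76% and 1.499% in the activator and 0.376% and 1.63% in the PTGR screen, where replicate 2 is much smaller. A common pool, or an exchange between the repressor libraries alone, may thus lie behind the sharing, and the labels do not decide between them. The paper describes 6 independent transductions and gives a transduction rate for each repressor replicate, so a common pool is not the design it reports. If either lies behind the sharing, the spread between the repressor replicates could understate that between separate transductions. No biological explanation was tested.

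At the hits of each screen, that screen's own unsorted libraries, summed, had more insertions than the other unsorted libraries, with median log2 ratios of 0.28 for activator, 0.61 for repressor and 0.63 for PTGR hits, against 0.05, 0.04 and 0.06 for the other tested genes. In the repressor and PTGR screens both libraries were raised. In the activator screen only unsorted replicate 2 was, with 0.46, and replicate 1, at -0.00046, lay below the PTGR unsorted libraries with 0.17 and 0.24 at the same genes. If cells shared with the sorted libraries caused this, it would vanish without unsorted positions found in the sorted libraries. The medians were then -0.14, 0.25 and 0.38. For activator unsorted replicate 2 the median fell from 0.46 to 0.01, and for repressor unsorted replicate 2 from 0.51 to 0.04. Both falls may come from shared cells, although the removal itself lowers the values at hits more than elsewhere. Activator unsorted replicate 1, which was not raised, also fell, from -0.00046 to -0.19, so a fall alone does not show shared cells. The median fell from 0.69 to 0.38 for repressor unsorted replicate 1, and from 0.70 to 0.48 and from 0.97 to 0.42 for the PTGR unsorted replicates. In these 3 libraries shared cells cannot be told apart from a preference of the reporter cells for these genes, because sites of sorted cells that were not sequenced cannot be removed.

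Against the 2 PTGR unsorted libraries alone, 40 of the 62 PTGR hits remained. If the lower depth of that background were the whole cause, random draws of the same size from all 6 libraries would give as few. The 20 draws had a median of 46.5 hits and ran from 44 to 52, all above 40, which argues against depth as the whole cause. The highest draw, 52, was below 62, so depth may account for part of the loss. An insertion preference of the PTGR reporter cells would raise these genes in the PTGR unsorted libraries. The median log2 ratio was 0.63 for the 22 lost and 0.63 for the 40 kept hits, so it did not separate lost from kept hits. A preference cannot be told apart from cells shared with the sorted libraries, because sites of sorted cells that were not sequenced cannot be removed.

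The median log2 odds ratio of the 8 PTGR hits enriched on both strands was 2.10 for sense and 1.98 for reversed insertions. Each position was counted once, so repeated listing of a position did not enter these values. If a few sites listed at several positions within 10 bp were the cause, merging these would remove the enrichment. The median for sense insertions was still 2.00 after merging. No merged value was computed for reversed insertions, so this argues against the explanation for the sense direction only. An insertion preference of the PTGR cells at these genes may add to it, since their median log2 ratio of PTGR to other unsorted libraries was 0.59. This cannot be told apart from cells shared between the sorted and unsorted libraries. An effect of the insertions that does not depend on the tag was not tested. The last sort of this screen, after removal of the boxB sites, was made to select against it.

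Hits had longer coding sequences than other genes that could be called. The median was 1857 bp for activator, 1680 bp for repressor and 2156 bp for PTGR hits, against 95% ranges of 1286 to 1680, 1368 to 1667 and 1184 to 1839 bp in 100000 random lists each of tested genes matched for their number of insertions. All hits had a length. The repressor value lay only slightly above its range. This is consistent with a length bias of the assay, but functions of longer proteins could give the same, and the values do not separate these.

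At some hits the sorted insertions gathered before an exon after the second one. Of 256 hits with at least 20 sorted and 20 background insertions, 55 had their most used exon after the second, which need not hold a majority of the insertions. At 53 of these the share before that exon was higher than in the background. At 34 (61.8%) it was higher with an adjusted p below 0.001 in Fisher's exact test (Benjamini-Hochberg). A preference for that exon in unselected cells would give this at few of them, and this value argues against it as the whole cause. Because the exon was chosen on the same insertions, it was also chosen in replicate 1 and tested in replicate 2, where 16 of 35 passed the same threshold. Of the hits whose most used exon was exon 2, 15 of 201 passed it. In the PTGR screen the share at later exons was higher at 9 of 10 hits and 3 passed the threshold, which was not compared with the other screens by a test. With the exon chosen in replicate 1 and tested in replicate 2, 1 of 7 PTGR hits passed, against 7 of 13 activator and 8 of 15 repressor hits. The median share at later exons of PTGR hits was 55.8% sorted and 55.1% in the background. The argument against a preference thus rests mostly on the activator and repressor screens. Examples chosen after their values were seen are Tet2 in the repressor screen, with 88.6% of sorted insertions before exon 3 against 13.7% in the background, Esrrb with 92.4% before exon 4 against 37.3%, and Stra8 in the activator screen with 94.5% before exon 3 against 18.5%. Shorter fusion products may be the active ones at such genes, as a hypothesis that these data do not test.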
